A study of Microtus ochrogaster with 40 samples.

How the data were processed

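Single-nucleus RNA sequencing libraries were made from the nucleus accumbens of 40 prairie voles (Microtus ochrogaster). Per the labels, each library came from the dissected tissue of 1 animal, whose nuclei were isolated separately on an iodixanol gradient and processed with the 10X Genomics droplet method. The animals had lived for 16 days with an opposite-sex partner (mate) or a same-sex partner (peer). Sex and pairing type were taken from the labels of each sample and gave 4 groups of 11 female mate, 8 female peer, 11 male mate and 10 male peer animals. Replicate numbers follow the order of the labels within a group and were not used to pair animals.

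The deposited values are raw UMI counts per gene and barcode, without normalization. Per the file headers they were written in a sparse matrix by software of version 3.1.0. The aligner settings, the genome build, the annotation release and the rule by which barcodes were chosen are not stated in the labels or headers. All libraries list the same 19130 genes under Ensembl vole identifiers, of which 3807 carry no symbol of their own. Of the gene names, 13332 were found among the symbols of the RefSeq annotation of assembly MicOch1.0, which was used for names only. The libraries hold 194518 barcodes and 353673015 UMIs. In 39 libraries no barcode lay below 500 UMIs, while in male mate 2 the lowest barcode had 206 UMIs and 6375 barcodes lay below 500.

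Barcodes with at least 500 UMIs and at most 5% of UMIs from the 13 mitochondrial genes were used, which left out 6375 and 2148 barcodes and left 185995. Doublets were scored in each library by the share of simulated doublets, each the sum of 2 barcodes, among the nearest neighbours of a barcode. In each library the highest scores were called doublets, at a rate of 0.8% of barcodes per 1000 barcodes, which is an assumed rate. This removed 7608 barcodes (4.09%) and left 178387 nuclei. Counts were scaled to 10000 per nucleus and log-transformed, 2000 variable genes were chosen within libraries, and 30 principal components were clustered by the Leiden method over 15 neighbours at a resolution of 1. No correction between libraries was applied before clustering. A first clustering, in which neighbour links of low weight were removed, left many clusters of a single nucleus; that removal was dropped after its clusters had been counted and before any comparison between groups.

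The 42 clusters were named from 17 lists of marker genes fixed before the data were examined, as were the main tests, the candidate genes, the alternatives set out in advance and the rule for naming genes. The lists hold 126 distinct genes, of which 117 were used and 9 were not used here; Drd1 is listed under the older name Drd1a. A cluster took the name of the list with the highest mean log2 fold of its markers, computed with a pseudocount of 5 CPM, counts scaled to the library total. It needed at least 3 markers with a log2 fold of at least 1. It stayed without a name when markers of another lineage reached more than 0.5 of that mean, when another list had more genes among its 10 leading genes, when it shared at least 3 leading genes with a larger cluster of another lineage, or when its nuclei were shallow and none of its markers led. This scoring was set after the clusters and their leading genes had been seen, and before any comparison between groups. It gave 14 classes, called X-like for the list that named them, and 9.41% of nuclei stayed in unnamed clusters. Of the somatostatin interneuron-like clusters, some were also led by Pvalb. A D2 medium spiny neuron-like cluster was led by immediate early genes, and an immature neuron-like cluster by cell-cycle genes.

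For expression, counts were summed per animal over all kept nuclei and, separately, per class, so that the animal was the replicate. Animals that lived together may not be independent, and the labels do not name the partners. An animal entered a class with at least 20 nuclei, and a class was tested where each group kept at least 6 animals, which held for 13 classes. The quasi-likelihood test of edgeR (version 4.0.16, in R 4.3.3) was run with TMM factors, edgeR's filter on low counts over the 4 groups and 1 mean per group. Contrasts were mate minus peer averaged over the sexes, female minus male averaged over the pairing types, the difference of the pairing differences between the sexes, and mate minus peer within each sex. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Up to 5 called genes with the lowest p were named per comparison, or 3 where none was called. Results of 1 gene that this rule would name are not reported here. A list of 26 candidate genes, of which 24 were used, was also adjusted over the list alone.

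Shares of nuclei per class and animal were compared by two-sided permutation tests of the difference in mean share with 100000 resamples, permuting the labels of a factor within the levels of the other. For the difference between the sexes in the pairing effect, residuals of the additive model were permuted. The p-values were adjusted over the 14 classes. The smallest p these tests can give is 1e-05.

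The alternatives were DESeq2 (version 1.42.0), RLE size factors, no filter on low counts, only nuclei with at least 1000 UMIs, called doublets kept, limma voom (version 3.58.1) with couples of label numbers as a random block, blocks of 10 label numbers, median UMIs per nucleus as a covariate, an additive design, the share of mature oligodendrocyte-like nuclei as a covariate, fits with the animals of 1 sex, at least 50 nuclei per animal, a Leiden resolution of 2 and a centred log ratio scale. Leaving out male mate 2, leaving out female mate 9 for pairing by class and the candidate list (alone, without the filter on low counts, and with blocks of 10 label numbers), and leaving glutamate neuron-like and unnamed nuclei out of the shares, were chosen after seeing the data.

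The tests were tested on simulated data first. With 200 of the 13699 genes changed 1.5-fold in simulated counts of all nuclei, edgeR recovered 86.0% of them for pairing, 84.0% for sex and 43.0% for the interaction, and of its calls 3.37%, 11.6% and 3.37% were false. In D1 medium spiny neuron-like nuclei (10661 genes) it recovered 83.5%, 82.0% and 33.5%, and in astrocyte-like nuclei (7969 genes) 72.0%, 78.5% and 4.0%. At a change of 2-fold the interaction was recovered for 68.5%, 83.5% and 54.0% of genes. Each gene was drawn independently of the others, without variation between animals that genes share. The simulated rates of recovery and of false calls may therefore not hold for the data. In 40 simulated sets, a pairing shift of 2 SD in the share of 1 class was called in 100% of sets, and 0.488% of the unshifted tests were called. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, python-igraph 0.11.9 and leidenalg 0.10.2 was used for the other steps.

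The total of a library ranged from 3037553 to 15003203 UMIs, with a median of 9062998. Intervals and p-values from counts of UMIs cover counting error only.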

Results

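The nucleus accumbens is a part of the ventral striatum, and the prairie vole is a rodent that forms lasting bonds with a partner. Nuclear RNA of the nucleus accumbens was measured in 40 prairie voles that had lived for 16 days with a mate (opposite-sex) or a peer (same-sex). The groups were female mate (n = 11), female peer (n = 8), male mate (n = 11) and male peer (n = 10). The comparisons address whether the type of partner and the sex of the animal go with differences in gene expression or in the makeup of nuclei, and whether the pairing difference differs between the sexes.

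After filtering, 178387 nuclei were kept. A library held between 1767 and 7666 kept nuclei, with a median of 4549, and between 2913649 and 13017059 UMIs in them. The median number of UMIs per nucleus ranged from 653 in male mate 2 to 2154 in male mate 3. Male mate 2 was the library with the most barcodes, 12519, and the lowest depth per nucleus. None of 18 permutation tests of 6 library measures against pairing, sex and their interaction had an adjusted p under 0.05, and the lowest adjusted p was 0.612. No difference in depth between the groups exceeded the spread between animals.

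**Figure D1:**
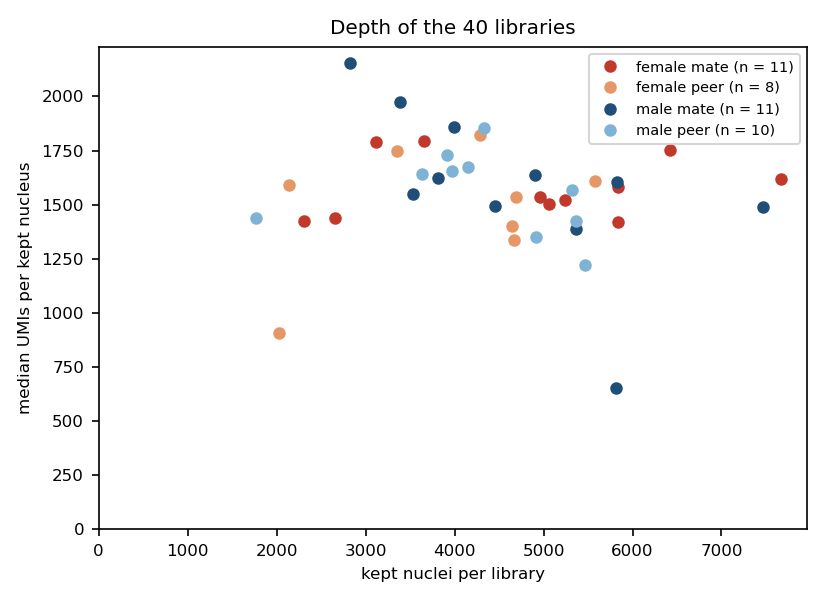
Kept nuclei per library (x axis) against the median UMIs per kept nucleus (y axis), a point per animal, coloured by group. Male mate 2 lies lowest, at a median of 653 UMIs, and male peer 1 has the fewest kept nuclei, 1767.

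The largest named classes were glutamate neuron-like (32075 nuclei, 18.0% of all), D2 medium spiny neuron-like (29522, 16.5%), D1 medium spiny neuron-like (28745, 16.1%), astrocyte-like (18086, 10.1%) and eccentric medium spiny neuron-like nuclei (14561, 8.16%). Medium spiny neurons are the main output neurons of the striatum and are grouped by the dopamine receptor they carry. Unnamed clusters held on average 8.72% ± 2.57 (SD, n = 11) of nuclei in female mates, 12.2% ± 7.54 (SD, n = 8) in female peers, 10.0% ± 8.79 (SD, n = 11) in male mates and 8.81% ± 3.78 (SD, n = 10) in male peers. Shares varied widely between animals of a group. Nuclei from neighbouring tissue in a dissection, the glutamate neuron-like ones among them, could not be told apart from those of the accumbens. The glutamate neuron-like share ran from 0.485% in male peer 5 to 43.6% in male mate 2, and the D1 medium spiny neuron-like share from 0.791% in male mate 2 to 24.0% in female mate 8.

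No class was called in the permutation tests of pairing, sex or their interaction over 14 classes. For pairing, the lowest p was that of somatostatin interneuron-like nuclei, which made up 3.47% ± 1.07 (SD, n = 22) of nuclei in mates and 3.90% ± 0.692 (SD, n = 18) in peers. This difference of -0.420 percentage points, averaged over the sexes, had a permutation p of 0.137 and an adjusted p of 0.568, and at double the clustering resolution it was 0.144 percentage points. For sex, the same class made up 3.34% ± 0.776 (SD, n = 19) in females and 3.96% ± 0.986 (SD, n = 21) in males, a difference of -0.555 percentage points (permutation p 0.0462, adjusted p 0.467). For the interaction, the share of D1 medium spiny neuron-like nuclei was 17.9% ± 3.84 (SD, n = 11) in female mates, 13.9% ± 4.44 (SD, n = 8) in female peers, 14.7% ± 5.17 (SD, n = 11) in male mates and 16.2% ± 4.65 (SD, n = 10) in male peers. The pairing difference of females minus that of males was 5.49 percentage points, with a permutation p of 0.0572 and an adjusted p of 0.386. At 2 SD a shift was called in every simulated set, while smaller shifts were not simulated.

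**Figure D2:**
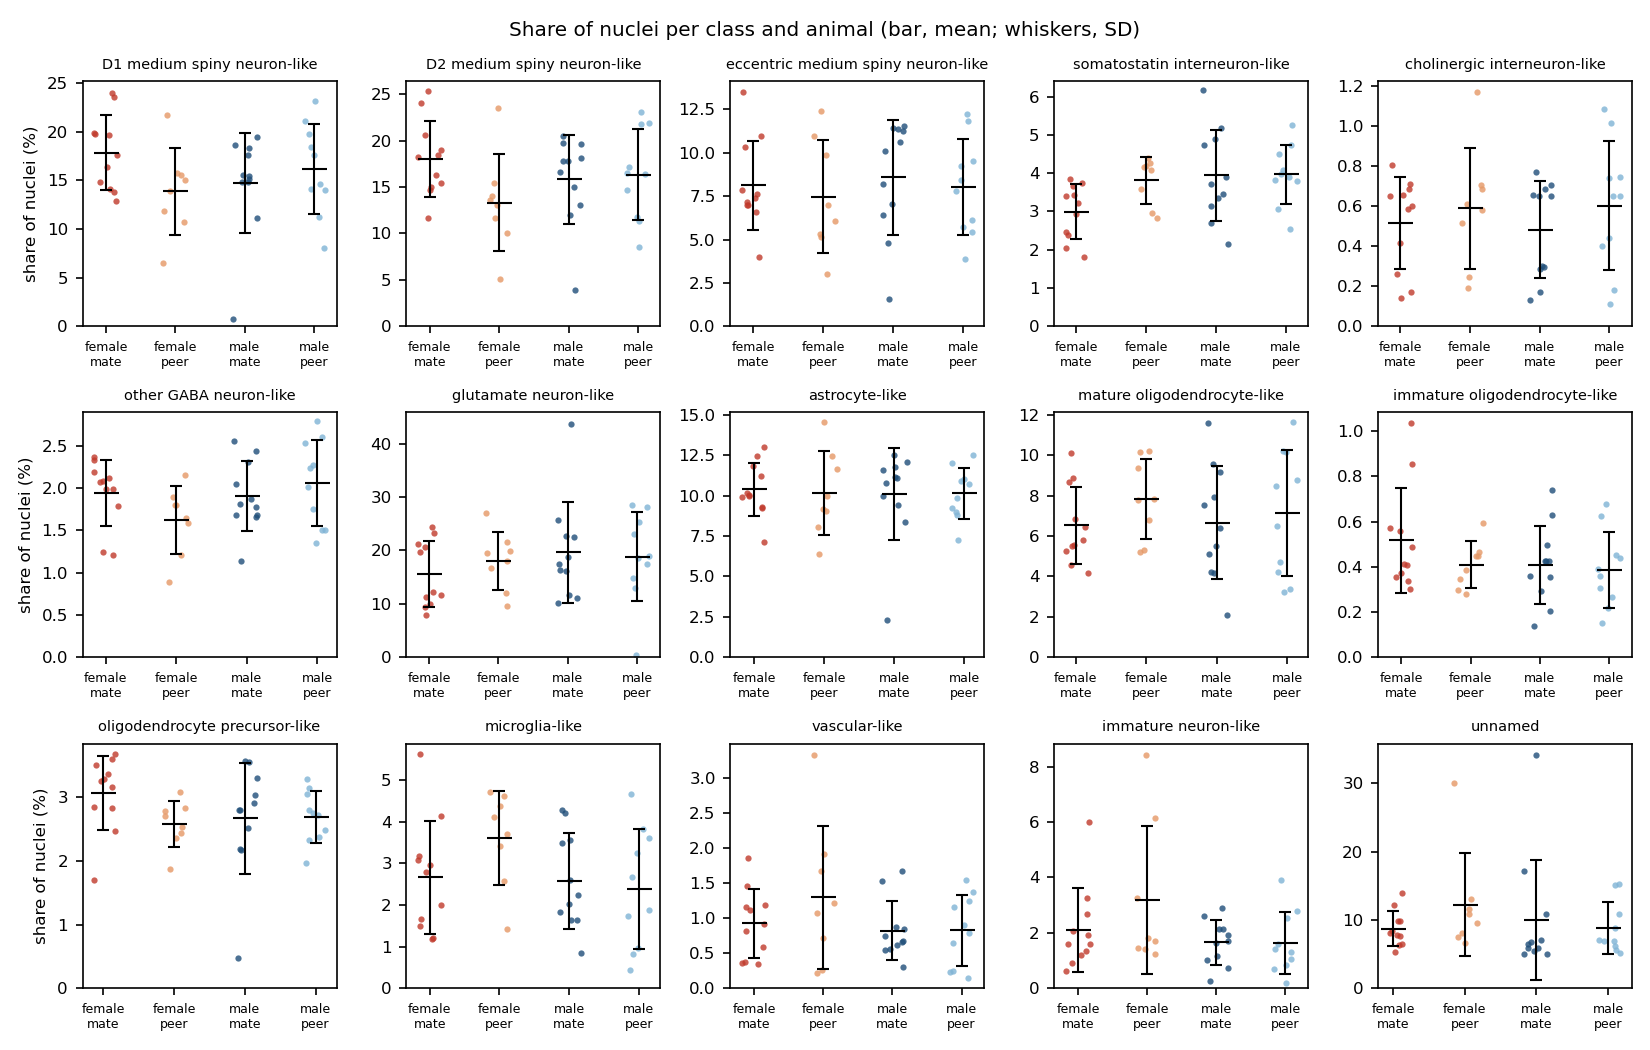
Share of nuclei (y axes, percent of the kept nuclei of an animal) in each class and in unnamed clusters, a point per animal by group, with the group mean (bar) and SD (whiskers). No class differed between groups at an adjusted p under 0.05, and single animals such as male mate 2 (43.6% glutamate neuron-like) lie far from their group.

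Pairing was compared first over all nuclei of an animal, for 13699 genes. No gene was called by edgeR's quasi-likelihood test, and 950 genes (6.93%) had an unadjusted p under 0.05. DESeq2 also called 0 genes, and no other setting called any. The 3 genes with the lowest p, none past the threshold (adjusted p 0.704 for each in edgeR), were Hsf5 (ENSMOCG00000003770), Tent4a (ENSMOCG00000008477) and Zfhx2 (ENSMOCG00000017802). Hsf5 was at 3.14 ± 0.784 CPM (SD, n = 22) in mates and 2.10 ± 0.828 CPM (SD, n = 18) in peers, a log2 fold change of 0.59 with a standard error of 0.14. Tent4a had a log2 fold change of 0.30 (SE 0.07) and Zfhx2 of 0.26 (SE 0.07), both higher in mates. Hsf5 lay above the mean of the peers in 21 of 22 mates, and Tent4a and Zfhx2 in 19.

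Within females, edgeR called 0 genes for pairing, with 973 at an unadjusted p under 0.05, and DESeq2 called 0. The lowest p were those of Gpc4 (ENSMOCG00000012439; log2 fold change -0.66, SE 0.16), Hsf5 (0.85, SE 0.21) and Tent4a (0.43, SE 0.11), with an adjusted p of 0.678 for each. Gpc4 was at 19.1 ± 3.13 CPM (SD, n = 11) in female mates and 30.5 ± 7.54 CPM (SD, n = 8) in female peers. Within males, edgeR called 0 genes, with 221 at an unadjusted p under 0.05, and DESeq2 called 0. The lowest p were those of 1700094D03Rik (ENSMOCG00000002986; log2 fold change -1.88, SE 0.46), ENSMOCG00000003857 (0.22, SE 0.06) and Dcaf15 (ENSMOCG00000017126; 0.28, SE 0.09), each with an edgeR adjusted p of 1.00. For 1700094D03Rik the mean of male peers, 2.35 ± 3.05 CPM (SD, n = 10), included male peer 1 at 10.6 CPM, and male mates were at 0.582 ± 0.314 CPM (SD, n = 11).

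The difference itself between the pairing effects of females and males was tested as an interaction. EdgeR called 0 genes, with 261 at an unadjusted p under 0.05, and DESeq2 called 0. The lowest p were those of Mpv17 (ENSMOCG00000020303; log2 difference -0.34, SE 0.10), Scrg1 (ENSMOCG00000014573; 2.09, SE 0.63) and Spaca1 (ENSMOCG00000021101; 3.47, SE 1.07), with an edgeR adjusted p of 1.00. The group means of Scrg1 and Spaca1 were at most 2.07 CPM. Recovery of simulated interactions was lower than that of simulated main effects, and 43.0% of simulated interactions of 1.5-fold were recovered over all nuclei.

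Between the sexes, edgeR called 3 of 13699 genes over all nuclei, all 3 higher in females, and 1145 genes had an unadjusted p under 0.05. Kdm5c (ENSMOCG00000012222) was at 209 ± 14.7 CPM (SD, n = 19) in females and 144 ± 10.6 CPM (SD, n = 21) in males, a log2 fold change of 0.53 (SE 0.03, edgeR adjusted p 3.94e-15). The lowest female value, 183 CPM, lay above the highest male value, 160 CPM. Kdm6a (ENSMOCG00000017535) was at 295 ± 42.6 CPM (SD, n = 19) in females and 207 ± 30.5 CPM (SD, n = 21) in males (log2 fold change 0.50, SE 0.06, edgeR adjusted p 3.73e-06). Ddx3x (ENSMOCG00000014170) was at 103 ± 12.4 CPM (SD, n = 19) and 81.9 ± 11.7 CPM (SD, n = 21), a log2 fold change of 0.32 (SE 0.06, edgeR adjusted p 0.0402). Ddx3x was no longer called with blocks of 10 label numbers (0.28, adjusted p 0.470) or without male mate 2 (0.30, adjusted p 0.0717), and over its alternatives the adjusted p ran from 0.00224 in DESeq2 to 0.470. Kdm5c and Kdm6a lay above the mean of males in 19 of 19 females and Ddx3x in 18. DESeq2 called 6 genes, these 3 among them. The 3 genes have related copies on the Y chromosome of mammals, which were not analysed here, and reads shared with such copies would change the male values. Xist, Ddx3y, Uty, Kdm5d and Eif2s3y, named beforehand as a check of the sex labels, were not analysed here either.

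**Figure D3:**
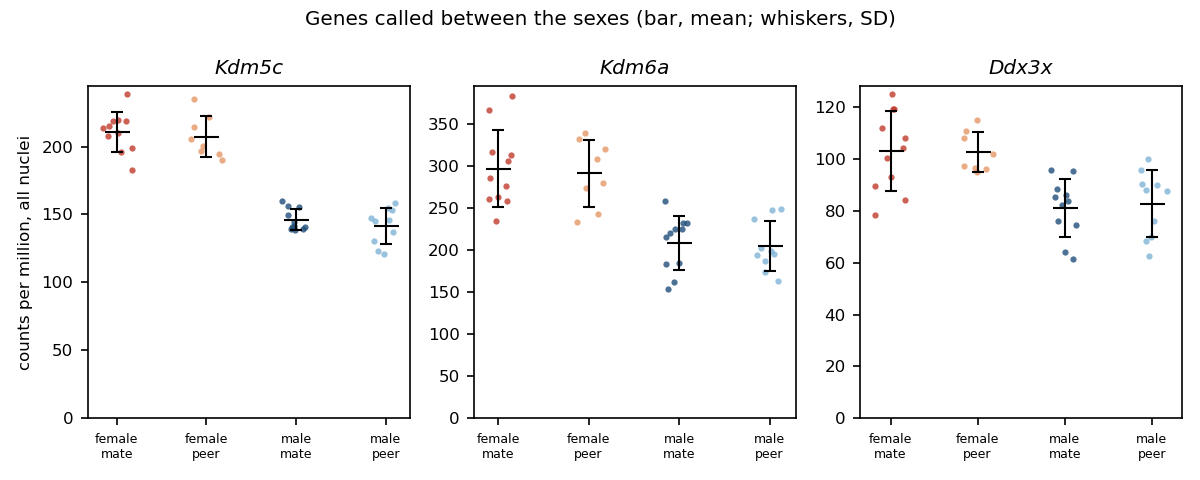
CPM (y axes) of Kdm5c, Kdm6a and Ddx3x over all kept nuclei, a point per animal by group, with the group mean (bar) and SD (whiskers). For Kdm5c each female, at 183 CPM or more, lies above each male, at 160 CPM or less, while the sexes overlap for Kdm6a and Ddx3x.

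Within classes of nuclei, 84165 pairs of a gene and a class were tested over 13 classes. For pairing, edgeR called 0 pairs, with 4438 (5.27%) at an unadjusted p under 0.05, and DESeq2 called 0. The lowest p were those of ENSMOCG00000000716 in eccentric medium spiny neuron-like nuclei (log2 fold change -0.37, SE 0.08, edgeR adjusted p 0.381), Zfp335 in somatostatin interneuron-like nuclei (0.54, SE 0.12, adjusted p 0.242) and Cd24a in immature neuron-like nuclei (-0.49, SE 0.11, adjusted p 0.146). The setting that moved this count most was testing without the filter on low counts, which called 11 pairs. For the interaction, edgeR called 0 pairs, with 2221 at an unadjusted p under 0.05, and DESeq2 called 0. Among the lowest p were those of Ggact in D2 medium spiny neuron-like nuclei (log2 difference 1.70, SE 0.41) and Rps6kc1 in somatostatin interneuron-like nuclei (-0.95, SE 0.24), each with an edgeR adjusted p of 1.00. Without the filter on low counts 3 pairs were called.

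For sex, edgeR called 16 pairs of a gene and a class, with 4430 at an unadjusted p under 0.05. They were Kdm5c in 9 classes, with log2 fold changes from 0.52 to 0.69, and Kdm6a in 7 classes, from 0.52 to 0.87, all higher in females. The pair with the lowest p was Kdm5c in D1 medium spiny neuron-like nuclei, at 198 ± 15.1 CPM (SD, n = 19) in females and 138 ± 12.3 CPM (SD, n = 21) in males (log2 fold change 0.52, SE 0.04, edgeR adjusted p 2.44e-11). Kdm5c followed in eccentric medium spiny neuron-like (0.60), glutamate neuron-like (0.55), astrocyte-like (0.69) and D2 medium spiny neuron-like nuclei (0.52). Ddx3x was called in no class by edgeR. Without the filter on low counts 36 pairs were called.

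**Figure D4:**
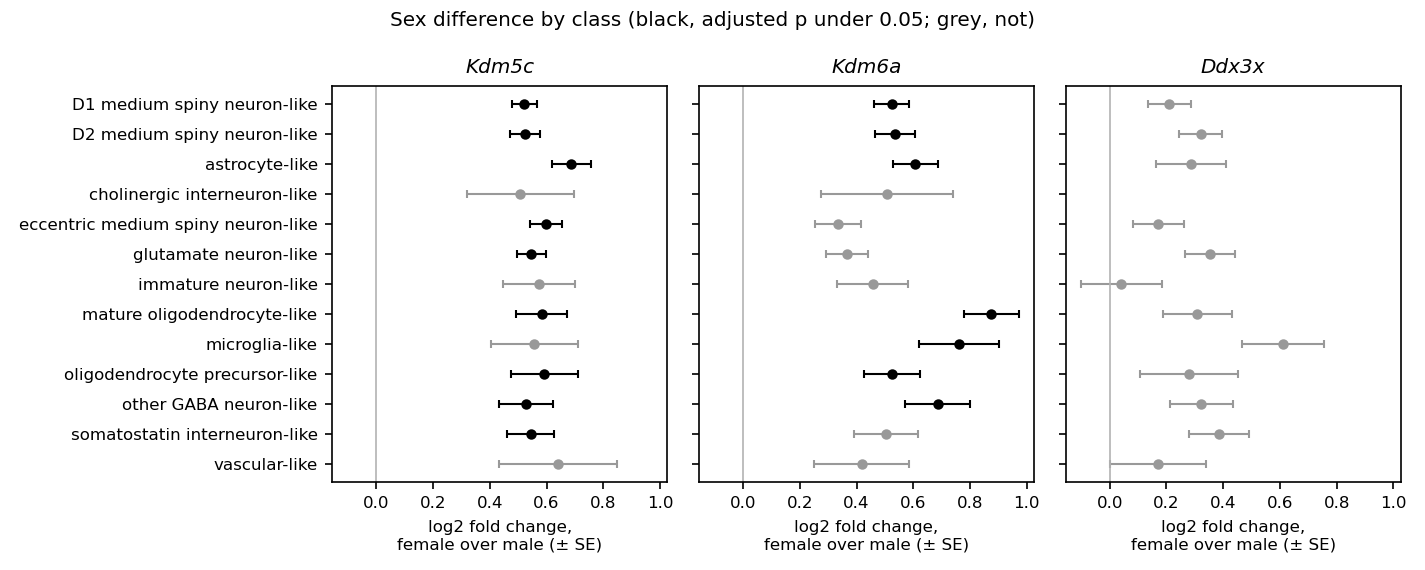
Log2 fold change of females over males (x axes, with standard errors) for Kdm5c, Kdm6a and Ddx3x in each of the 13 classes tested (y axis), black where the edgeR adjusted p is under 0.05. Kdm5c is called in 9 classes and Kdm6a in 7, while Ddx3x is called in none.

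Candidate genes chosen from what is known of pair bonding were tested for pairing within classes. Of the 24 genes used, 22 were tested in at least 1 class, giving 135 pairs of a gene and a class. The count called by edgeR, adjusted over the list alone, was 0, and adjusted over all genes tested it was also 0, while 15 pairs had an unadjusted p under 0.05. DESeq2 called 0 adjusted over the list alone. The lowest adjusted p over the list alone was 0.151, for Sst in other GABA neuron-like nuclei, at 57.7 ± 83.7 CPM (SD, n = 22) in mates and 19.1 ± 16.7 CPM (SD, n = 17) in peers (log2 fold change 1.48, SE 0.43). Female mate 9 was at 378 CPM. Without this animal, a choice made after its value was seen, mates were at 42.4 ± 44.3 CPM (SD, n = 21), and the filter on low counts removed Sst from this class, so that no log2 fold change was computed with the filter. Penk in D1 medium spiny neuron-like nuclei (0.42, SE 0.14) and Tac1 in vascular-like nuclei (0.96, SE 0.33) followed. These 3 pairs, and those named below, were chosen after their values were seen. With blocks of 10 label numbers Sst in other GABA neuron-like nuclei was called (1.82, adjusted p over the list alone 0.00550), and without female mate 9 the filter removed it there too. Penk in oligodendrocyte precursor-like nuclei was called with doublets kept (0.89, adjusted p over the list alone 0.0441). Without the filter on low counts 8 pairs were called over the list alone, of which 4 were also tested with the filter. Among these 4 were Sst in other GABA neuron-like nuclei (1.49, adjusted p over the list alone 0.00879) and Tac1 in vascular-like nuclei (0.90, adjusted p over the list alone 0.00793). With female mate 9 left out as well, 2 pairs were called, Tac1 in vascular-like nuclei (0.94, adjusted p over the list alone 0.00360) and Sst in vascular-like nuclei (-1.11, adjusted p over the list alone 0.0156), and Sst in other GABA neuron-like nuclei was not (0.91, adjusted p over the list alone 0.0886). Free RNA from other nuclei in the droplets was not separated from the values of these pairs. Penk in oligodendrocyte precursor-like and Tac1 and Sst in vascular-like nuclei are therefore not read as expression by those nuclei. For Penk in D1 medium spiny neuron-like nuclei free RNA stays open too. Penk is on the D2 marker list, and in D2 medium spiny neuron-like nuclei its log2 fold change was 0.03 (SE 0.10).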

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

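The tests of counting error, of the sex label of female peer 2 and of the cilia-gene cluster were chosen after the results they bear on had been seen, and those of depth before. Within groups of up to 10 animals, 89 sets of values were searched for a sample far from the others, and 9 were found, where chance gives about 5% of sets. No biological explanation was tested for these, since no group of the design sets a single animal apart.

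Female peer 1 had 30.1% of its nuclei in unnamed clusters, and the next female peer 13.1%. It was the shallowest library of its group, with a median of 907 UMIs per nucleus. The nuclei of the 7 other female peer libraries were thinned to at most a total drawn from its nuclei, which brought their medians to between 701 and 731 UMIs, below its own. They rose from a mean of 8.98% to 22.3% unnamed, at most 25.6%. Low depth may thus account for part of this share. Thinned nuclei were not clustered anew but took the commonest class of their 15 nearest among 60000 unthinned nuclei. Those nuclei left out female peer 1. No thinned library reached its 30.1%, but a vote without its own nuclei cannot decide whether depth is the whole cause. Depth and other losses of quality cannot be told apart here, because a simulation alone excludes neither. Its mitochondrial share, a median of 0.726%, was the highest of the 40 libraries.

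Male peer 1 had 1825 barcodes, 1767 kept nuclei and 2913649 kept UMIs, the lowest of its group in each, with 3772, 3635 and 6517552 in the next animal. These 3 measures are not independent. Its median of 1438 UMIs per nucleus lay within the 1220 to 1854 of the other male peers, which argues against low sequencing depth per nucleus. A smaller number of nuclei entering the droplets stays open and was not tested.

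The gene 1700094D03Rik was at 10.6 CPM in male peer 1, and the other 9 male peers had a mean of 1.43 ± 0.949 CPM (SD, n = 9). It was counted with 31 UMIs where the rate of the others gives 4.33, a two-sided Poisson p of 1.96e-16, which argues against counting error. Of these UMIs, 28 came from an unnamed cluster led by genes of cilia. That cluster held 2.15% of the nuclei of male peer 1, and up to 4.19% in another male peer. It carried markers of 2 lineages, with Gfap and Fzd5 also among its leading genes. Its share therefore does not measure nuclei with cilia genes alone, and more of those in male peer 1 stays open. The nuclei of the cluster carried 0.737 UMIs of the gene each in male peer 1 and at most 0.242 in the other male peers. Why they differ was not tested. The gene leads the pairing comparison within males, so its mean there rests in part on this animal.

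For 4 further values counting error was not excluded. Tent4a was at 26.4 CPM in female peer 5 (next 21.9 CPM, Poisson p 0.000198), Kdm5c at 201 CPM in astrocyte-like nuclei of female peer 2 (next 286 CPM, Poisson p 0.000883), Kdm5c at 96.6 CPM in D2 medium spiny neuron-like nuclei of male peer 9 (next 128 CPM, Poisson p 0.000137) and Ggact at 9.63 CPM in D2 medium spiny neuron-like nuclei of female peer 1 (next 4.50 CPM, 3 UMIs, Poisson p 0.0802). Each was picked out of 801 values searched, and p multiplied by that number was 0.159, 0.708, 0.110 and 1. Counting error had first been judged by whether the 95% Poisson interval of a library reached the next one. That form put 4 of the 5 genes and libraries beyond counting error, and was replaced after its results were seen because it made no allowance for the number of values searched; under the form used here 1 of 5 lies beyond it.

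A wrong sex label could also lower Kdm5c in female peer 2. Over all nuclei its Kdm5c was 197 CPM, above the highest male at 160 CPM, which argues against that. Its Kdm6a, 233 CPM, was lower than in any other female and below the highest male at 258 CPM, and of 12 values of both genes in all nuclei and 5 classes, 7 lay nearer to the mean of females.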

How the results depend on the processing

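Leaving out male mate 2, leaving out female mate 9 (pairing by class and the candidate list only), and leaving glutamate neuron-like and unnamed nuclei out of the shares, were chosen after seeing the data; the other settings were planned. Of the counts under alternatives, 114 stayed within 1.5 times the main count and 8 did not. Of the values of single genes and shares, 317 kept their direction and their side of the threshold.

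Without the filter on low counts the counts by class rose to 11 for pairing, 36 for sex and 3 for the interaction, and that of the candidate list to 8, of which 4 were pairs also tested with the filter. The construction of this setting accounts for part of it. Of these calls, 6 of 11, 13 of 36 and 2 of 3 were of genes that the filter removes, with medians of 117.5, 103 and 151 UMIs in total. For the other calls the cause was not tested. DESeq2 called 6 sex genes over all nuclei, the 3 of edgeR and E130311K13Rik, ENSMOCG00000005684 and Mroh8, and the cause was not tested. Over the candidate list alone, keeping called doublets gave 1 call (Penk in oligodendrocyte precursor-like nuclei) and blocks of 10 label numbers gave 1 (Sst in other GABA neuron-like nuclei). For Penk the cause was not tested, and free RNA from other nuclei stays open. The Sst call rests on female mate 9, at 378 CPM. Without that animal the filter removes Sst from the class, so that setting and the blocks of 10 give no value for it (0 calls over the list in each), and without the filter the count of the candidate list fell to 2 and Sst was at 0.91 (adjusted p over the list alone 0.0886).

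The pairing difference in the share of somatostatin interneuron-like nuclei, which was not called, reversed from -0.420 to 0.144 percentage points at double the clustering resolution, where other clusters carry the name. Ddx3x kept its direction and lost its call with blocks of 10 label numbers (0.28, adjusted p 0.470) and without male mate 2 (0.30, adjusted p 0.0717). That library is 1 of 21 males, so the call rests on it in part. Kdm5c and Kdm6a were called over all nuclei under each alternative run.

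The counts of pairing, interaction and within-sex genes over all nuclei were 0 under each alternative. Over classes the count for sex ran from 13 with nuclei of at least 1000 UMIs to 21, the filter aside. The count of 21 came from DESeq2 and from the block of label number couples. No class was called for a share under any alternative. The block of label number couples, a random block in limma voom with a correlation of 0.178 over all nuclei, changed no call among the 3 sex genes there. By class, the 21 sex pairs called with that block included the 16 of the main test. Leaving out animals with under 1000 kept nuclei was planned and gave no values, since 0 animals had so few.

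Depth limits the naming of nuclei, as judged by the vote of neighbouring nuclei without new clustering. In the 10 male mate libraries thinned to medians between 620 and 634 UMIs, the mean D1 medium spiny neuron-like share fell from 16.7% to 3.11%. The mean unnamed share rose from 6.93% to 31.5%. What depth limits in the tests of expression was not simulated, since the simulated counts kept the depth of the libraries. In these counts, edgeR recovered 86.0% of pairing changes of 1.5-fold over all nuclei and 43.0% of interactions of that size, and in astrocyte-like nuclei 4.0% of interactions. Smaller changes, changes in rarer classes and variation between animals that genes share were not simulated.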

Other observations

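The tests of random couples, of the makeup of nuclei, of the sex differences of Kdm5c and Kdm6a and of genes that vary alike across classes were chosen after the results they bear on had been seen; the others were set out before their results.

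Other splits of the animals into groups of the same sizes were drawn, the real split included. Over all nuclei, 2 of 100 splits gave at least the 3 sex genes, the real split and another with 4. This argues against chance for that count but does not exclude it. For pairing, the interaction, and pairing in females and in males, the real count was 0, so 100 of 100 splits gave as many in each. By class 25 splits were drawn. As many as the 16 pairs called for sex came up in 4 of 25, up to 1390 in a split, so chance cannot be excluded for the count alone; for pairing, the interaction and the candidate list the count was 0 and 25 of 25 gave as many. At an unadjusted p under 0.05, 15 of 100 splits gave at least the 973 genes seen for pairing in females (median of the others 525), and 97 of 100 at least the 221 seen in males, so chance can be excluded for neither count.

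Libraries carry numbers in their labels. What the numbers mean is not stated. Deviations from the group means correlated within the 20 odd-even couples of neighbouring numbers at a mean of 0.112 over 13200 genes, where random couples gave a mean of -0.0550 (one-sided permutation p 9e-05). Only 9 of the 20 couples had a correlation over 0.1. Within classes, couples deviated together more than random couples in 5 of 5 after adjustment. Their mean correlation there ran from 0.00447 in mature oligodendrocyte-like to 0.0562 in glutamate neuron-like nuclei, below the 0.112 over all nuclei. Free RNA can carry the makeup of an animal into each class, so this does not decide whether makeup is the whole cause. Depth per nucleus as the whole cause is argued against, since the mean over all nuclei was 0.0981 after its trend was removed. The 19 other neighbours in the numbering also correlated over all nuclei, at a mean of 0.0670 (one-sided permutation p 0.0328). By class, their adjusted permutation p was 0.0116 in astrocyte-like and 0.0182 in mature oligodendrocyte-like nuclei. It was not under 0.05 in D1 (0.0825) or D2 medium spiny neuron-like (0.160) or glutamate neuron-like nuclei (0.184). An order of processing that the numbers follow could give such a correlation, which was thus not seen in each class. Each of the 20 couples joined a female mate and a male mate (11 couples) or peers of the same sex (9 couples). Partners numbered in sequence would give this pattern, but the labels do not state who lived together. If couples were partners, tests that count each animal as a replicate, those of shares and the splits included, would overstate the independent units for pairing. Whether couples exceed other neighbours was not tested, and these data do not show that the animals of a couple were partners. That libraries with neighbouring numbers share a source of variation is a hypothesis.

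Male mate 2 had 0.791% of its nuclei in the D1 medium spiny neuron-like class, 34.2% in unnamed clusters and 43.6% in the glutamate neuron-like class. A glutamate neuron-like cluster of 3756 nuclei, with a median of 738 UMIs, drew 61.8% of them from this animal. The glutamate neuron-like share of male mate 2 therefore rests largely on that cluster. The nuclei of the 10 other male mate libraries were thinned to at most a total drawn from the nuclei of male mate 2. This brought these libraries to medians between 620 and 634 UMIs, against 653 in male mate 2. They fell from a mean of 16.7% to 3.11% D1 medium spiny neuron-like (lowest 1.53%) and rose to 31.5% unnamed. Shallow depth may therefore account for the unnamed share (thinned libraries 23.5% to 41.2%) and for part of the low D1 share. No thinned library reached 0.791%. Thinned nuclei took the class of neighbours among unthinned nuclei that left out male mate 2, and with it most of the cluster of 3756 nuclei. This cannot decide whether depth is the whole cause of the D1 or the glutamate neuron-like share. Their glutamate neuron-like share stayed at a mean of 17.3% and at most 24.7%, so thinning gave no rise; it is a simulation of depth alone, and other effects of quality or of the dissection cannot be told apart here. The shares of this animal are uncertain for that reason.

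Male peer 5 had 0.485% glutamate neuron-like nuclei. If such nuclei had been lost after the tissue was dissociated, their free RNA would remain in other droplets. Slc17a7 was at 0.792 CPM in its D1- and D2-like nuclei, below the 17.5 to 52.5 CPM of the other male peers, which argues against such a loss. Across the 40 animals the glutamate neuron-like share correlated with Slc17a7 in D1- and D2-like nuclei (Pearson r 0.758, Spearman rho 0.726, permutation p 1e-05 for each, the smallest possible). Without male mate 2 and male peer 5 the Pearson r was 0.667, and within the groups it ran from 0.686 to 0.823. This is 1 relation, computed alone. A candidate explanation is that dissections took in different amounts of neighbouring tissue rich in glutamate neurons, which these data do not test.

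The sex difference of Kdm6a was uneven between the 8 classes tested, from 0.33 in eccentric medium spiny neuron-like to 0.90 in mature oligodendrocyte-like nuclei on the log2 scale. Random sex labels within pairing type gave a permutation p of 1e-05, the smallest possible, and 2e-05 after adjustment over 2 genes. Without mature oligodendrocyte-like nuclei the p was 0.0496, so the pattern rests mostly on that class. For Kdm5c no unevenness was detected (permutation p 0.724). The sex difference of Kdm6a may differ between classes of nuclei, as a hypothesis. Reads shared with a Y-linked copy were not tested and stay open.

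Of 4448 genes with enough UMIs in 5 large classes of 39 animals (male mate 2 aside), 2801 (63.0%) varied between animals alike in the classes beyond each of 100 shuffles, whose highest mean correlation was 0.271. The highest were ENSMOCG00000004642 (0.955) and Zfp558 (0.947). Sampling noise is argued against by the shuffles. Free RNA alone would give about equal UMIs per nucleus in D1- and oligodendrocyte-like nuclei of an animal. The median ratio of D1- to oligodendrocyte-like nuclei was 3.32 for these genes, 2.80 for the rest and 3.11 over all genes. D1-like nuclei also hold more UMIs in total, with medians of 2130.5 and 2180 in their clusters against 635 in the largest mature oligodendrocyte-like cluster. The ratio may thus reflect depth, and does not decide whether free RNA adds to the variation between animals. The ratio was first computed over the 10 leading genes (2.72) and changed after that was seen. Among those 10 genes ND4L, at 0.810, is an exception. Zfp558 had no UMI in any of the 5 classes in 7 of 39 animals and up to 95.9 CPM in others. A candidate explanation is a difference between animals in these genes or their sequence. No sequence was analysed here. Free RNA in the droplets, and effects of tissue handling shared by all classes of an animal, stay open.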
